A study of Homo sapiens with 26 samples. Its data were reported in "Bromodomain protein BRDT directs ΔNp63 function and super-enhancer activity in a subset of esophageal squamous cell carcinomas" (2021).

How the data were processed

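RNA-seq was analysed for 26 libraries from 3 human esophageal squamous cell carcinoma (ESCC) cell lines, KYSE180, TE6 and KYSE150. The libraries formed 11 groups in 5 experiments, each with its own table of 26485 gene symbols. Per the labels, groups were a control siRNA (siCont), an siRNA against BRDT (siBRDT), an siRNA against TP63 (siTP63), BRDT overexpression (BRDT-OE) and its control. Every column of the 5 tables was assigned to a sample by cell line, condition and replicate number in its name. Per the study's methods, the authors mapped reads to hg38 with STAR, sorted them with samtools, counted them per gene with HTSeq and analysed the counts with DESeq2. Versions, the gene annotation and the counting options, including strand, were not stated. Reads of genes that overlap on either strand, or that have near-identical copies, could therefore have been split or lost, and such genes are treated as uncertain.

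The values deposited by the authors are a normalised signal, namely gene counts divided by a size factor per library, set separately in each experiment. Within each library all values were whole multiples of the value of 1 read, and 100% of values came out whole. The recovered totals ranged from 7582089 to 19372441 reads per library. A gene with 0 reads in a library is compatible with up to 3 reads by counting error, which equalled 0.155 to 0.396 RPM (reads scaled to a common library size) in these libraries. The reads carry no molecular identifiers, so this limit covers counting error only. Levels in different experiments come from separately normalised tables, and tests were made within a table. Contrasts between cell lines compared fold changes that were each estimated within a table.

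The main test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes (trend = TRUE) on log2(value + 1). Fold changes on this scale understate changes of genes with low values. Genes needed a mean value of at least 10 over the libraries of the fit. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 0.5 in size, which are the thresholds of the study. Each experiment was fitted alone, and the 3 TE6 groups shared 1 fit. No replicate block was used. Overlaps of called genes were tested with a one-sided Fisher's exact test against the genes tested in both comparisons. The TE6 comparisons share their control libraries, so their overlap and correlation were set beside 100 simulations of unchanged groups against the same controls. Differences between cell lines were tested as limma contrasts of 2 fold changes, at an adjusted p-value under 0.05 without a fold-change limit.

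Gene lists were tested with camera (two-sided, preset inter-gene correlation 0.01). The 4 lists were fixed beforehand: extracellular matrix genes taken by symbol (collagens, laminins, integrins and matrix metalloproteinases), squamous genes, proliferation genes and interferon-response genes. Their p-values were adjusted over 24 tests. BRDT/p63 targets were the genes called down under both siBRDT and siTP63 in KYSE180, and their tests were adjusted over 4 comparisons outside KYSE180. This list was chosen on these KYSE180 libraries, so its fall there is not evidence. The list is independent of the KYSE150 and TE6 libraries. In the contrasts between cell lines, 9 list tests were adjusted together. Samples, tests, gene lists, alternatives other than those named as added and the rule for named genes were fixed before the data were examined.

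Genes are named by that rule. It takes 8 preset genes in every comparison, among them BRDT, TP63, FAT2, KRT14, PTHLH, BRD2 and BRD3, and 1 preset gene is not reported here. It adds per comparison the 2 called genes with the largest rise and the 2 with the largest fall, and per overlap up to 5 shared genes. These had a mean value of at least 100, and for the largest changes no overlap between the replicates of the groups. Coordinates and annotations are from GENCODE release 44 on hg38. Transcript length and GC content were those of the longest transcript and were found for 24542 symbols (92.7%).

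The alternatives were a pseudocount of 0.1, no filter on low values, rescaling of the libraries to equal upper quartiles, the replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, no fold-change limit, fits of 2 TE6 groups only, fry, camera with an estimated correlation, another target list, separate control libraries, and leaving out each library in turn. A crossed pairing and the removal of each library's trend on transcript length and GC content (splines with 4 degrees of freedom) were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

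The recovery of reads, the fits with limma, edgeR and DESeq2, the contrasts between cell lines, the siBRDT overlap of both lines, camera, fry and the removal of the length and GC trend were tested on simulated data, drawn for the genes and libraries at hand with 200 genes changed. Rescaling, the fits with replicate numbers, camera with an estimated correlation, the splits and the target list were not tested in this way. limma called between 55.5% and 100% of the changed genes in the right direction. The lowest share was for siTP63 in KYSE150, and the others were at least 99%. Between 2 and 8 unchanged genes were called per comparison. The contrast between cell lines recovered 46% of 200 true differences for siTP63 and 98% for siBRDT. Among 200 unchanged lists, camera gave a p-value under 0.05 for 0% and fry for 5.5%. Simulated genes were drawn independently of each other, so these shares do not cover lists whose genes vary together.

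Replicates were compared by a chi-square test on their reads. The statistic per degree of freedom was between 1.84 and 64.1, so every pair differed by more than sampling noise and all libraries were counted as separate samples. The study's ChIP-seq, HiChIP, qPCR and migration experiments are not analysed here.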

Results

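mRNA-seq was performed in 3 established human ESCC cell lines, KYSE180, TE6 and KYSE150, in which the level of the bromodomain protein gene BRDT or of the squamous transcription factor gene TP63 (p63) had been changed. BRDT belongs to the BET family, as do BRD2 and BRD3, and is normally a germ-cell gene. Knockdown cells were collected 48 h after transfection with a small interfering RNA (siRNA), and BRDT overexpression was compared with control KYSE150 cells. The BRDT experiment in KYSE180 had 3 siCont libraries (9093264 to 14779153 reads) and 3 siBRDT libraries (9085475 to 11882962 reads). The TP63 experiment in KYSE180 had 2 siCont (11003762 to 16134477 reads) and 2 siTP63 libraries (14445131 to 15747813 reads). TE6 had 2 siCont (12874098 to 13053642 reads), 2 siBRDT (10297348 to 11039140 reads) and 2 siTP63 libraries (7582089 to 17331345 reads), all in 1 table. KYSE150 had 2 siCont (11564993 to 12564570 reads) and 2 siTP63 libraries (12326438 to 16151651 reads). The overexpression experiment had 3 control (13847881 to 16412830 reads) and 3 BRDT-OE libraries (11523878 to 19372441 reads). Replicates correlated between 0.971 and 0.996 (Pearson, log2 values across genes).

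In order to establish how far the intended genes had moved, BRDT was first examined in every library (chromosome 1, 91949343 to 92014426, hg38, GENCODE release 44). Normalised BRDT values in KYSE180 were 1065 ± 62.5 (SD, n = 3) with siCont and 159 ± 34.9 (SD, n = 3) with siBRDT, a log2 fold change of -2.75 (adjusted p = 2.6e-10). In TE6 they fell from 241 ± 0.828 (SD, n = 2) to 50.8 ± 5.97 (SD, n = 2), a log2 fold change of -2.23 (adjusted p = 1.7e-06). siTP63 changed BRDT by -0.091 in TE6 (adjusted p = 0.67) and by -0.049 in KYSE180 (adjusted p = 0.78), neither past the threshold. Removing the trend on length and GC content turned the TE6 value to 0.085 and rescaling the KYSE180 value to 0.15. The KYSE180 value also turned without siTP63 replicate 1 (0.0094) and without siCont replicate 2 (0.0038). In KYSE150, BRDT was near the limit of detection. The 2 siCont libraries held 41 and 7 BRDT reads and the siTP63 libraries 0 and 8, so the log2 fold change of -2.81 (adjusted p = 0.36) went to -1.04 without siTP63 replicate 1 and to -4.58 without siTP63 replicate 2. With the replicate number as a block it was called (adjusted p = 0.041), although the numbers did not pair the libraries and reads were few. Control libraries of the overexpression experiment held 6 to 17 BRDT reads, a normalised value of 10.2 ± 5.07 (SD, n = 3). BRDT-OE libraries had a value of 16447 ± 949 (SD, n = 3), a log2 fold change of 10.60 (adjusted p = 3.4e-09). Whether reads in BRDT-OE came from the introduced or the endogenous gene cannot be read from gene totals.

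TP63 (chromosome 3, 189631389 to 189897276) fell under every siTP63. Its value went from 2804 ± 326 to 859 ± 92.6 in KYSE180 (SD, n = 2 each), a log2 fold change of -1.70 (adjusted p = 4.9e-10). In TE6 it went from 2690 ± 134 to 123 ± 14.8 (SD, n = 2 each), or -4.45 (adjusted p = 1.3e-10). The fall in KYSE150 was from 712 ± 24.2 to 142 ± 39.5 (SD, n = 2 each), or -2.34, with an adjusted p of 0.082 over all genes and 5.2e-04 over the 8 preset genes. Over all genes it passed the threshold with no filter on low values, with DESeq2 and with the replicate number as a block. It also passed with the trend on length and GC content removed. The adjusted p ran from 1.0e-08 to 0.094 over the alternatives. siBRDT also lowered TP63, from 9900 ± 484 to 6624 ± 655 in KYSE180 (SD, n = 3 each, log2 fold change -0.58, adjusted p = 8.8e-06) and to 1214 ± 95.4 in TE6 (SD, n = 2, log2 fold change -1.15, adjusted p = 2.0e-05). Removing each library's trend on transcript length and GC content took the KYSE180 value to -0.49, under the fold-change limit. TP63 was not changed past the threshold by BRDT-OE in KYSE150 (1526 ± 168 to 1413 ± 41.3, SD, n = 3 each, log2 fold change -0.11, adjusted p = 0.33), and that value was -0.035 without control replicate 1 and -0.19 without control replicate 3. MIR944 lies within TP63 on the same strand.

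**Figure D1:**
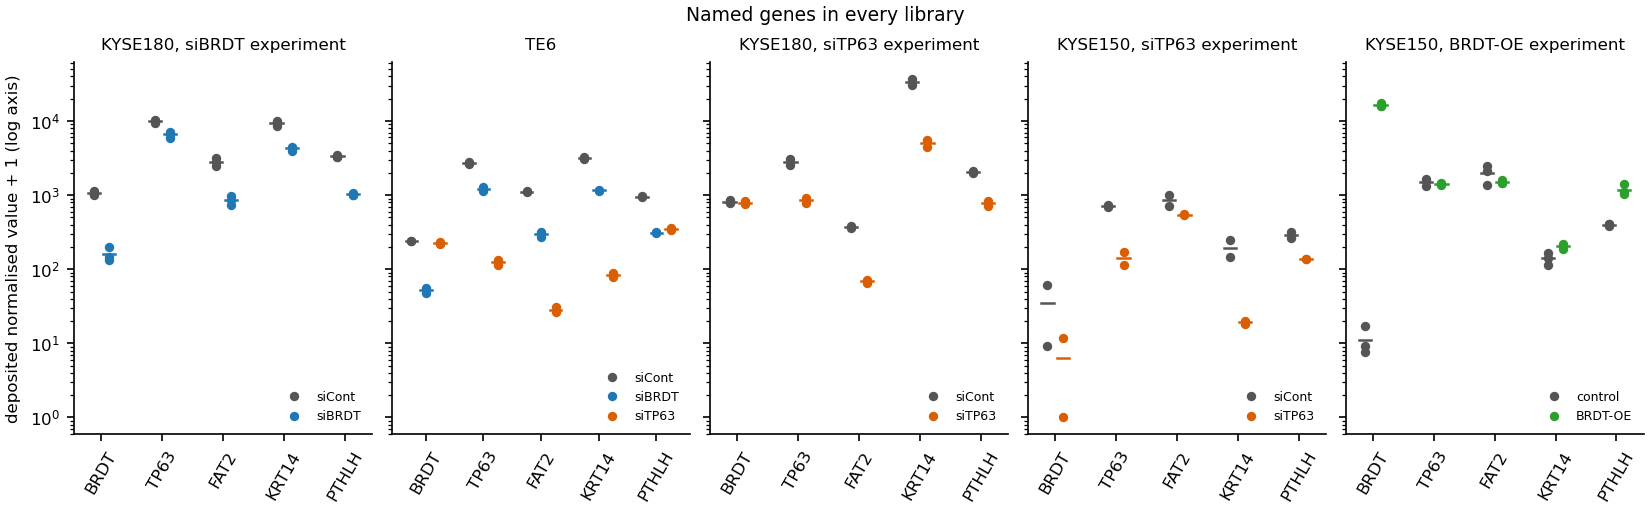
Normalised value + 1 (log axis) of BRDT, TP63, FAT2, KRT14 and PTHLH in each of the 26 libraries, by group, with dots as libraries and horizontal bars as group means. BRDT lay at 132 to 198 in the 3 KYSE180 siBRDT libraries and TP63 fell in the siTP63 libraries of all 3 lines, and since tables were normalised separately, levels compare within an experiment.

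FAT2 (chromosome 5, 151504092 to 151591331), a cadherin gene, KRT14 (chromosome 17, 41582279 to 41586895), a basal keratin gene with close paralogs, and PTHLH (chromosome 12, 27958084 to 27972733), a secreted hormone gene, were compared next. Under siBRDT in KYSE180 FAT2 went from 2817 ± 366 to 860 ± 108, KRT14 from 9470 ± 888 to 4280 ± 291 and PTHLH from 3376 ± 134 to 1028 ± 46.1 (SD, n = 3 each). The log2 fold changes were -1.71 (adjusted p = 2.9e-09), -1.14 (adjusted p = 1.2e-08) and -1.71 (adjusted p = 7.8e-11). In TE6 the same genes changed by -1.92 (adjusted p = 3.3e-06), -1.47 (adjusted p = 2.8e-06) and -1.62 (adjusted p = 1.4e-06). siTP63 in TE6 gave -5.30 for FAT2 (adjusted p = 2.3e-10), -5.26 for KRT14 (adjusted p = 2.5e-11) and -1.47 for PTHLH (adjusted p = 1.1e-06). FAT2 in TE6 went from 1115 ± 41.9 with siCont to 294 ± 33.2 with siBRDT and 27.5 ± 3.33 with siTP63 (SD, n = 2 each). KYSE180 siTP63 gave -2.43 (adjusted p = 5.7e-11), -2.76 (adjusted p = 2.6e-12) and -1.38 (adjusted p = 1.1e-08). Under siTP63 in KYSE150 none of the 3 passed the threshold over all genes, and all 3 values were negative. FAT2 was at -0.64 (adjusted p = 0.24, or -0.39 without siCont replicate 1), KRT14 at -3.31 (adjusted p = 0.082) and PTHLH at -1.08 (adjusted p = 0.13). Adjusted over the 8 preset genes alone, KRT14 (5.2e-04) and PTHLH (0.010) passed 0.05. Over all genes KRT14 passed with no filter on low values, with the trend removed, with the replicate number as a block and with DESeq2. Its adjusted p ran from 2.5e-09 to 0.085 over the alternatives. PTHLH passed with the trend removed (adjusted p from 0.048 to 0.35).

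BRDT-OE raised PTHLH from 400 ± 12.9 to 1184 ± 195 (SD, n = 3 each), a log2 fold change of 1.55 (adjusted p = 5.3e-06). KRT14 rose from 139 ± 27.2 to 202 ± 16 (SD, n = 3 each, log2 fold change 0.55, adjusted p = 0.011), but the change was 0.45 after rescaling, 0.40 without control replicate 2 and 0.49 without BRDT-OE replicate 2, each under the fold-change limit. FAT2 went from 1992 ± 558 to 1490 ± 81.8 (SD, n = 3 each, log2 fold change -0.38, adjusted p = 0.088), and without control replicate 3 the change of -0.62 passed the threshold, while without control replicate 1 it was -0.20. BRD2, which overlaps HLA-DMA on the other strand, rose by 0.48 in KYSE180 siTP63 (adjusted p = 0.0054), under the fold-change limit, and by 0.67 when rescaled. BRD3, which overlaps LINC00094, was not called in any comparison and reached the fold-change limit at 0.50 in KYSE180 siTP63 when rescaled.

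To ask which genes respond to loss of BRDT, siBRDT was compared with siCont in KYSE180 and TE6. In KYSE180 13589 genes were tested, of which 2143 were called down and 1972 up, so that 52.1% of calls were down, or 49.1% after rescaling. The alternative that moved these counts most was dropping the fold-change limit, with 4044 down and 3893 up. edgeR called 2052 down and 2082 up on the recovered reads, and DESeq2 1980 and 1869. The largest rises were CLEC2L, from 150 ± 7.74 to 943 ± 82.3 (SD, n = 3 each, log2 fold change 2.64, adjusted p = 3.1e-11), and POLR3G (2.52), which overlaps MBLAC2. The largest falls were SLC22A17 (chromosome 14, 23346314 to 23352912), from 748 ± 26.0 to 77.3 ± 7.0 (SD, n = 3 each, log2 fold change -3.26, adjusted p = 1.3e-11), and JAZF1 (-2.85), which overlaps genes on the other strand. In TE6 2419 of 13333 genes were called down and 2074 up (53.8% down, 49.3% rescaled). ISG15 (chromosome 1, 1001138 to 1014540) rose most, from 414 ± 104 to 8972 ± 2408 (SD, n = 2 each, log2 fold change 4.43, adjusted p = 1.5e-08), followed by RARRES3 (3.77). PI15 (-3.17, adjusted p = 1.9e-04) and NGFR (-2.54, adjusted p = 1.7e-06) fell most.

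The response was next compared between the 2 lines. Of 12612 genes tested in both, 774 were called down in both, against 365 expected (ratio 2.12, one-sided Fisher's exact test, p = 2.9e-126), and 625 were called up in both, against 273 expected (Fisher's exact test, p = 1.1e-113). Without the fold-change limit, the setting that moved these counts most, they were 1635 and 1344. Among shared genes that fell were KDM1B (-2.24 in KYSE180, -2.0 in TE6), ACOT7 (-1.82, -2.31), FBXO21 (-1.82, -1.91), AKAP12 (-1.78, -2.03) and TPM4 (-1.73, -2.42). Genes that rose in both included CTXN1 (2.32, 2.91), MATK (1.95, 1.57), PITHD1 (1.86, 1.62), SNHG7 (1.76, 1.41) and MOK (1.70, 1.92). FBXO21, MOK and SNHG7 overlap genes on the other strand, so their values can include reads of these. Fold changes correlated across genes at 0.42 (Pearson), and at 0.40 after the trend on length and GC content was removed. Of 1538 genes called in both lines, 91.0% changed in the same direction. This was 1 of 9 such correlations computed across genes, which are not independent replicates.

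**Figure D2:**
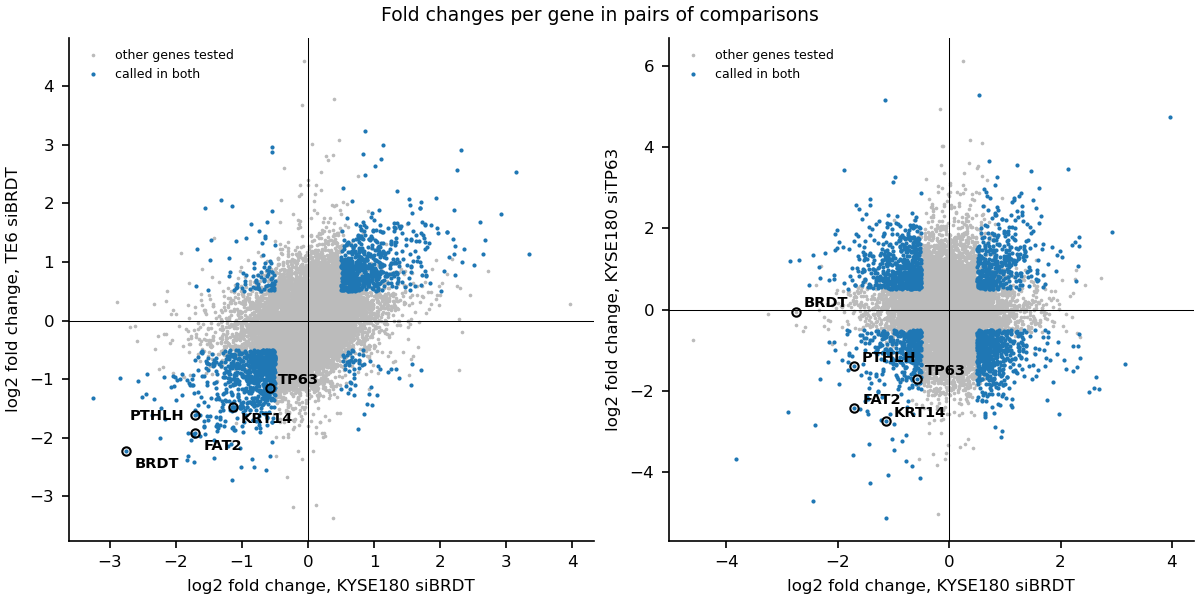
Log2 fold change of each gene under siBRDT in KYSE180 (x axis) against siBRDT in TE6 (left) and siTP63 in KYSE180 (right), with tested genes in grey, genes called in both comparisons in blue and 5 named genes circled. Correlation across genes was 0.42 on the left and -0.046 on the right.

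siTP63 was used to ask which genes depend on p63. In KYSE180, 3577 of 13924 genes were called down and 3292 up, or 52.1% down. Rescaling moved the median of all genes by 0.19 and changed this to 2631 down and 4524 up, 36.8% down, so the balance between directions rests on the scaling. The largest rises were APOD (6.52, adjusted p = 2.0e-10), with 0 and 6 reads in the 2 control libraries, and XAF1 (6.14). The largest falls were FAM212A (-5.03, adjusted p = 6.4e-15) and DKK3 (-4.72, adjusted p = 5.8e-18), which overlaps USP47 on the other strand. In TE6, 2742 of 13333 genes were called down and 2442 up (52.9% down, 48.8% rescaled). VGLL1 rose by 5.71 (adjusted p = 2.9e-08), from 4 and 7 control reads, and IFI6 by 3.90 (adjusted p = 9.9e-09), while SOST fell most (-5.80, adjusted p = 1.5e-08), followed by FAT2. In KYSE150 0 of 12335 genes passed the threshold, with a lowest adjusted p of 0.080. At an unadjusted p under 0.05 there were 2194 genes (17.8% of those tested), 1125 down and 1069 up. edgeR called 0 in each direction, DESeq2 259 down and 202 up, and limma after removal of the length and GC trend 468 down and 299 up. Deviations of same-number KYSE150 libraries correlated at -0.70. A block that pairs siCont replicate 1 with siTP63 replicate 2, and the reverse, gave more calls than any of these settings. It was chosen after the data were seen. The 0 calls thus rest on how the replicates are modelled.

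Across the siTP63 experiments, fold changes correlated across genes at 0.27 between KYSE180 and TE6 (0.41 with the trend removed), and 61.9% of 2611 genes called in both lines changed in the same direction. With KYSE150 the values were 0.47 for KYSE180 and 0.45 for TE6. Both depended on single KYSE150 libraries. The former was 0.21 without siTP63 replicate 1 and 0.30 without siCont replicate 1, and the latter 0.22 without siTP63 replicate 2 and 0.28 without siCont replicate 2.

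The study asks whether BRDT and p63 act on the same genes, so the 2 knockdowns were compared within a line. In KYSE180, 397 genes fell under both siBRDT and siTP63, against 549 expected among 13311 genes (ratio 0.72, one-sided Fisher's exact test, p = 1). This count was 259 after rescaling and 1132 without the fold-change limit. Genes called down under siBRDT and up under siTP63 numbered 626, against 480 expected (Fisher's exact test, p = 3.8e-16). Shared falls included DKK3 (-2.44 under siBRDT, -4.72 under siTP63), SNCG (-1.72, -3.58), FAT2 (-1.71, -2.43), MMP1 (-1.60, -2.45) and ARL2 (-1.49, -1.55). Other genes overlap SNCG, MMP1 and DKK3 on the opposite strand and ARL2 on the same strand. The correlation across genes was -0.046, and -0.00094 with the trend removed. It reached 3.9e-05 at the highest over the preset alternatives. With single libraries left out it lay between -0.089 (without siBRDT replicate 3) and -0.016 (without siCont replicate 3 of the BRDT experiment). Of 2021 genes called in both, 40.9% moved in the same direction. In TE6 1326 genes fell under both, of 2419 and 2742, against 497 expected, and 790 did with the trend removed. Since both comparisons use the same 2 control libraries, unchanged groups were simulated against these controls and gave a mean of 0.02 such genes (0 to 1 in 100 simulations). Unchanged groups give almost no calls, so this count cannot tell how far shared controls raise the overlap of changed groups. The correlation of 0.60 lay above the simulated mean of 0.463 (0.424 to 0.489), and was 0.551 and 0.540 when each comparison took a different control library. NGFR (-2.54, -5.05), PI15 (-3.17, -4.02), SOST (-2.50, -5.80), STC1 (-2.06, -3.23) and FAT2 were the shared falls in TE6 picked by the rule.

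The 397 genes that fell under both knockdowns in KYSE180 were then followed as BRDT/p63 targets in the other experiments. Under siTP63 in KYSE150 their median log2 fold change was -0.42 (326 tested, camera adjusted p = 3.5e-12, with fry 0.19 and with an estimated correlation 0.38), in 2 of 2 treated libraries. 76.4% were below 0 against 50.7% of all genes. The median was -0.54 without siTP63 replicate 2 and -0.28 without siTP63 replicate 1. None was called, 0 of 326, with 111 at an unadjusted p under 0.05 (104 of them down) and 49 called when adjusted over the list alone. As 0 genes were called in all, this count cannot test enrichment, and edgeR and rescaling also gave 0. With lists remade per setting, DESeq2 called 40 targets down against 6.27 expected (Fisher's exact test, p = 2.5e-21). Removal of the trend gave 65 against 14.7 (Fisher's exact test, p = 5.5e-25), the replicate block 11 against 1.24 and no filter 5 against 0.381. Under siTP63 in TE6 the median was -0.46 (camera adjusted p = 8.6e-08, with fry 3.5e-04 and with an estimated correlation 0.14) and 160 of 363 targets were called down against 76.6 expected (one-sided Fisher's exact test, p = 1.6e-23). Without KYSE180 siBRDT replicate 1, which changes the list, the median was -0.30. Under siBRDT in TE6 89 targets were down, against 68.2 expected (Fisher's exact test, p = 0.0036). Without the fold-change limit, which also changes the list, 261 were down against 272 expected (Fisher's exact test, p = 0.79), and after rescaling 54 against 39.0 (Fisher's exact test, p = 0.0065). With the trend removed 96 were down against 51.0 expected (Fisher's exact test, p = 2.9e-10), and with no filter on low values 76 against 42.4 (Fisher's exact test, p = 2.8e-07). The median was -0.090 (camera adjusted p = 0.092, with fry 0.0058 and with an estimated correlation 0.41). It was -0.041 without siCont replicate 3 of the KYSE180 BRDT experiment, -0.057 without TE6 siCont replicate 1 and -0.029 without KYSE180 siBRDT replicate 1. It passed the threshold without KYSE180 siBRDT replicate 3 (-0.14) and without siCont replicate 1 of the KYSE180 BRDT experiment (-0.098). Adjusted over the list alone, 185 targets were called under siTP63 and 115 under siBRDT in TE6.

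**Figure D3:**
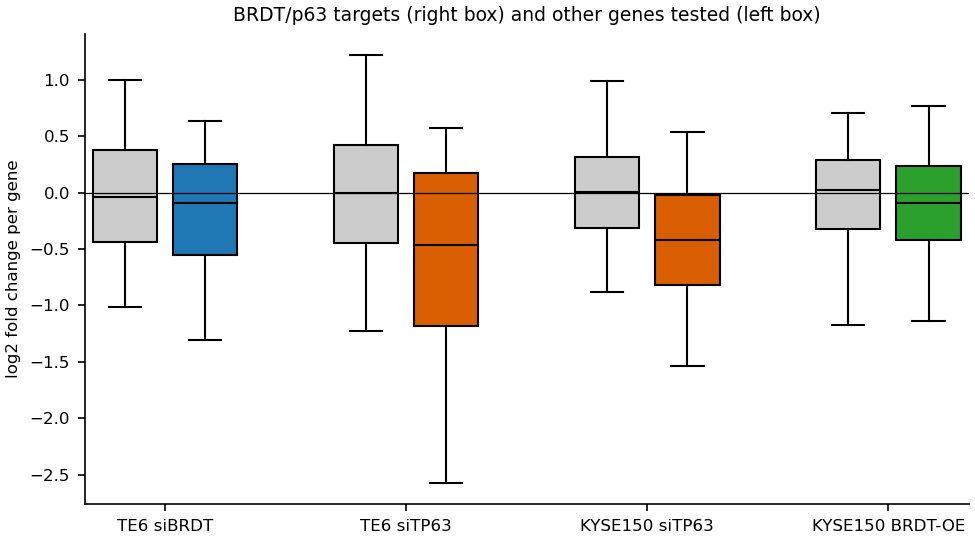
Log2 fold change of the BRDT/p63 targets (right box of each pair) and of the other tested genes (left, grey) in the 4 comparisons outside KYSE180, with boxes as quartiles and whiskers from 5% to 95%. The median of targets was -0.090, -0.46, -0.42 and -0.091 from left to right.

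Overexpression of BRDT in KYSE150 was used to ask whether its gain reverses these changes. Of 12765 genes tested, 2043 were called down and 1343 up, or 60.3% down. Rescaling moved the median of all genes by -0.10, and with it 2529 were down and 889 up (74.0% down). edgeR gave 2185 and 1230, and DESeq2 2016 and 1234. MYH15 (2.46, adjusted p = 5.6e-06) and DNER (2.43) rose most, and IFIT1 (chromosome 10, 89392546 to 89406487) fell most, from 1241 ± 159 to 114 ± 34.7 (SD, n = 3 each, log2 fold change -3.47, adjusted p = 1.3e-06), then IFIT2 (-3.17). IFIT1 and IFIT2 are paralogs that overlap LIPA. Of 324 targets, 40 were called up against 33.3 expected (one-sided Fisher's exact test, p = 0.13). Fisher's exact test gave a p under 0.05 after rescaling (23 against 13.7, p = 0.0098), with edgeR (39 against 27.1, p = 0.013) and with no filter on low values (38 against 28.6, p = 0.044). Fisher's exact test gave a higher p with DESeq2 (35 against 28.0, p = 0.097), with the trend on length and GC content removed (55 against 50.3, p = 0.26) or without the fold-change limit (289 against 276, p = 0.18). Down were 70, against 49.6 expected (Fisher's exact test, p = 0.0014). This excess was not kept after rescaling (44 against 39.1, Fisher's exact test, p = 0.21), with the trend removed (51 against 46.7, Fisher's exact test, p = 0.27) or without the fold-change limit (272 against 256, Fisher's exact test, p = 0.12). When adjusted over the list alone, 110 targets were called. The targets that rose included PTHLH (1.55), TMEM158 (1.43), TNC (1.06), AREG (1.02) and IL6R (0.92). The median log2 fold change of all targets was -0.091 (camera adjusted p = 0.11), below 0 in 3 of 3 treated libraries, and 0.068 with the trend on length and GC content removed. Leaving out control replicate 2 gave a median of -0.12 that passed the threshold, and leaving out control replicate 3 gave -0.034. Fold changes under BRDT-OE correlated across genes at 0.053 with siBRDT in KYSE180, at -0.21 with siTP63 in KYSE180 and at -0.16 with siBRDT in TE6, the last -0.071 without control replicate 3.

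4 gene lists were tested in all 6 comparisons (24 tests), of which 18 passed an adjusted p of 0.05. These p-values rest on the preset correlation between genes, so the medians and the treated libraries are given beside them. As many of the 4 lists also passed in 10 of 10 splits of the KYSE180 siBRDT and siCont libraries, and in 9 of 10 for BRDT-OE. Apart from the real split, treated and control libraries were on both sides in unequal numbers, so part of the treatment effect was kept. These passes thus cannot tell how often such lists pass by chance. With an estimated correlation 3 of the 24 tests passed. These were the extracellular matrix and squamous lists under siBRDT in KYSE180 and the interferon list under siBRDT in TE6. Under fry the interferon list in KYSE150 siTP63 did not pass (0.15), and proliferation under siBRDT in KYSE180 (0.0043) and extracellular matrix under siTP63 in TE6 (0.031) did. Extracellular matrix genes had a median of -0.51 under siBRDT in KYSE180 (63 tested, 31 down and 8 up, adjusted p = 4.3e-06) in 3 of 3 treated libraries, and of -0.28 in TE6 (adjusted p = 0.0021) in 2 of 2. Adjusted over the list alone, 39 and 23 were called under siBRDT in KYSE180 and TE6, 38, 27 and 4 under siTP63 in KYSE180, TE6 and KYSE150, and 26 under BRDT-OE. The TE6 median was -0.17 without siBRDT replicate 1 and 0.14 with no filter on low values. siTP63 gave 0.30 in KYSE180 (adjusted p = 0.041), -0.29 in TE6 (adjusted p = 0.069) and -0.025 in KYSE150 (adjusted p = 0.83). The KYSE180 value lost its call when the trend was removed (0.23) and with no filter on low values (0.18). The TE6 value passed with the trend removed (-0.25, adjusted p = 0.035) and after rescaling (-0.25, adjusted p = 0.049). It ran from -0.30 to -0.043 over the preset alternatives. The KYSE150 value turned to 0.14 without siCont replicate 1, to 0.072 without siTP63 replicate 2 and to 0.031 when rescaled. BRDT-OE gave -0.14 (adjusted p = 0.097), or -0.22 without control replicate 3 and -0.086 without control replicate 1.

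The squamous list fell under siBRDT in KYSE180 (-0.68, adjusted p = 4.8e-10, 3 of 3 libraries) and TE6 (-0.52, adjusted p = 3.1e-06, 2 of 2). It also fell under siTP63 in KYSE180 (-0.76, adjusted p = 5.7e-04), TE6 (-1.26, adjusted p = 5.7e-15) and KYSE150 (-0.35, adjusted p = 0.0015), in 2 of 2 libraries each. The KYSE180 median lay only at the 5.17 percentile of 10000 random gene lists of like mean level, and those of TE6 and KYSE150 at 0 and 0.2. The KYSE150 value was -0.72 without siCont replicate 2, -0.67 without siTP63 replicate 2 and -0.23 without siCont replicate 1. BRDT-OE gave 0.12 (adjusted p = 0.47), 0.027 without control replicate 2 and 0.20 without control replicate 3. Adjusted over the list alone, 19, 15, 21, 25, 12 and 12 squamous genes were called, in the order siBRDT in KYSE180 and TE6, siTP63 in KYSE180, TE6 and KYSE150, and BRDT-OE. Proliferation genes fell under siTP63 in KYSE180 (-1.10, adjusted p = 6.3e-12), TE6 (-1.36, adjusted p = 1.2e-15) and KYSE150 (-0.85, adjusted p = 1.1e-14), each in 2 of 2 libraries. They were at -0.30 under siBRDT in TE6 (adjusted p = 0.0021, or -0.18 without siBRDT replicate 1 and -0.47 without siBRDT replicate 2) and at -0.10 in KYSE180 (adjusted p = 0.076, or -0.062 without siBRDT replicate 2). Under BRDT-OE they were at 0.20 (adjusted p = 0.0042) in 3 of 3 libraries, or 0.11 at the lowest over the preset alternatives. That median of 0.20 lay only at the 70.5 percentile of 10000 random gene lists. In the order given for the squamous list, 4, 11, 26, 25, 20 and 2 proliferation genes were called when adjusted over the list alone.

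Interferon-response genes rose under siTP63 in KYSE180 (2.54, adjusted p = 1.2e-18) and TE6 (1.26, adjusted p = 3.7e-09) and under siBRDT in TE6 (1.99, adjusted p = 2.6e-17), in 2 of 2 libraries each. In KYSE150 the median under siTP63 was 0.91 (adjusted p = 0.0033), or 0.44 without siCont replicate 1. Under fry it did not pass (0.15), and the levels of the list in the libraries overlapped, at 0.692 to 1.11 RPM with siCont and 1.05 to 1.80 RPM with siTP63. The list was at 0.10 under siBRDT in KYSE180 (adjusted p = 0.47) and fell under BRDT-OE (-1.40, adjusted p = 9.6e-07) in 3 of 3 libraries. Its median level was low there, on average 4.25 RPM in the controls and 1.30 RPM in BRDT-OE, beside 0.903 RPM in KYSE150 siCont. Levels from separate experiments do not tell which of these is usual for the line. Adjusted over the list alone, 6, 20, 23, 14, 1 and 13 were called, in the order given for the squamous list. Of the 15 interferon genes tested in KYSE150 siTP63 1 passed in this way, and the median level of the list's genes averaged 0.903 RPM in the controls, so little can be read from it at this depth.

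**Figure D4:**
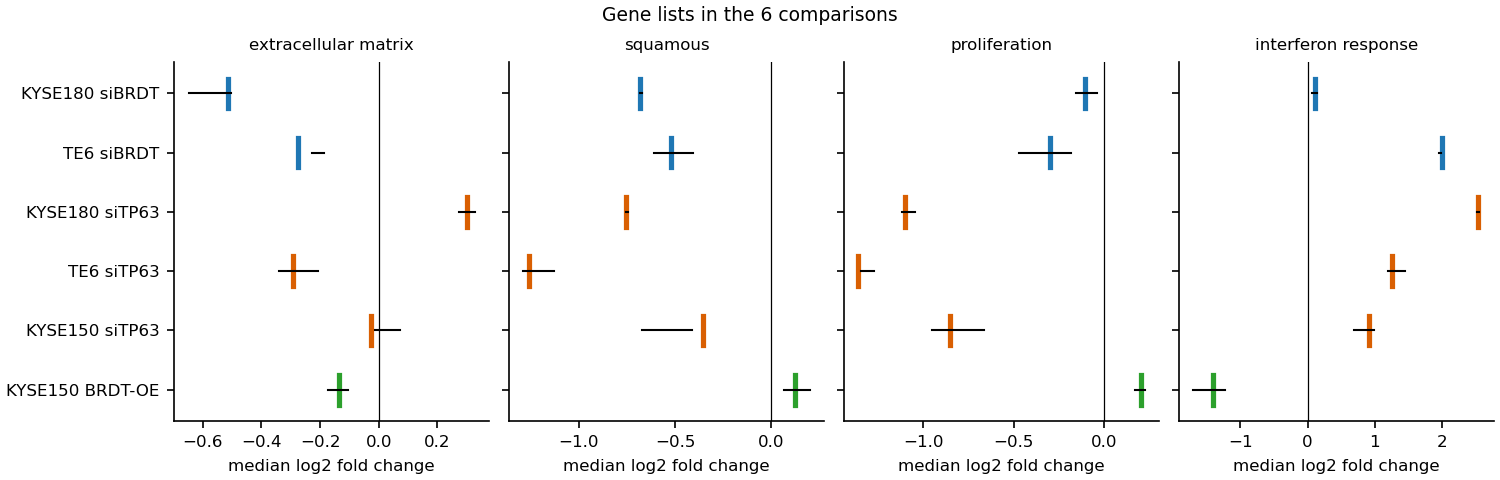
Median log2 fold change of 4 gene lists in the 6 comparisons, with bars as medians of fitted values and black lines spanning the treated libraries. Interferon genes had medians of 1.99 and 2.54 in TE6 siBRDT and KYSE180 siTP63 and of -1.40 in BRDT-OE.

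Finally, differences in response between lines were tested as such. Of 11891 genes tested, 3140 had an unadjusted p under 0.05 for a difference in siTP63 effect between KYSE180 and KYSE150. After adjustment 193 genes differed, 108 of them with fold changes of opposite sign. With the trend on length and GC content removed, the setting that moved this count most upward, it was 976. With the replicate number as a block it was 0, although the numbers did not pair the libraries. For siBRDT, 5115 of 12598 genes differed between KYSE180 and TE6, 2905 with fold changes of opposite sign. Signs were counted whether or not a fold change passed the threshold in either line. Of 1538 genes called under siBRDT in both lines, 91.0% changed in the same direction, and 0 genes were called under siTP63 in KYSE150. The count of 5115 lay between 4266 and 5019 with single KYSE180 libraries left out. Libraries also differed by a trend on transcript length whose sign followed the treatment in TE6 and in the TP63 experiment in KYSE180. There the correlation with length was -0.27 and -0.34 in siCont and 0.24 and 0.37 in siTP63 libraries. Removing the trend can therefore take away part of a treatment effect in these experiments.

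**Figure D5:**
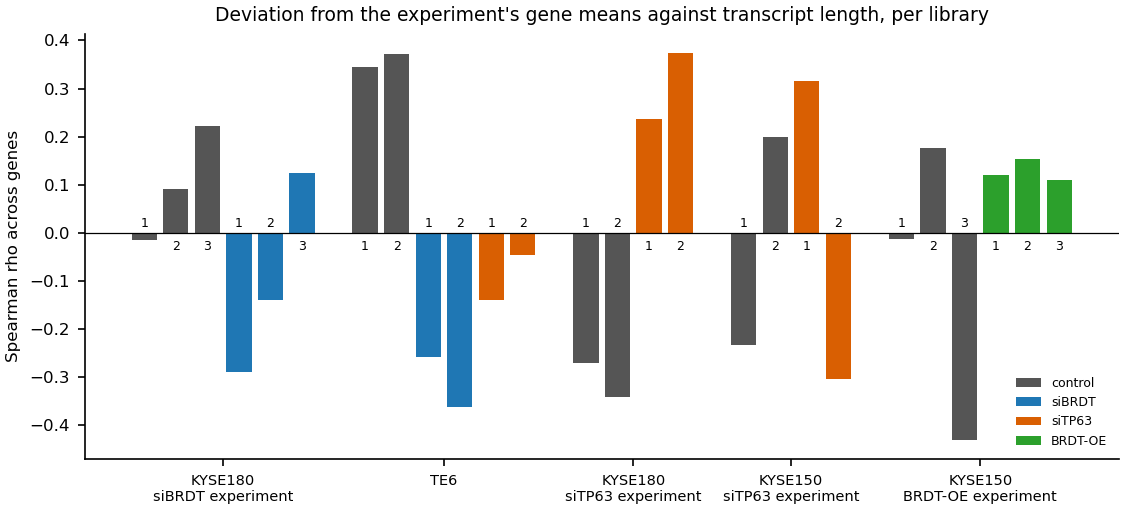
Spearman correlation, per library, between each gene's deviation from its experiment's mean and its transcript length. It was 0.34 and 0.37 in TE6 siCont libraries and -0.26 and -0.36 in siBRDT libraries, so length and treatment went together in TE6.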

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

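Each result in this part is a difference in response between 2 cell lines that passed a test of the difference itself. The tests of trend and scaling for the 2 counts of differing genes, of extra reads taken off TE6 siBRDT replicate 1, of BRDT depletion for TP63 and of control levels for the interferon list under siBRDT were chosen only after the results were seen. Every contrast compares lines that also differ in experiment, so a difference between experiments stays open for all of them, and none was tested in a further experiment.

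The siTP63 effect differed between KYSE180 and KYSE150 for 193 genes. A trend of each library on transcript length and GC content as the whole cause is argued against by the 181 of them that still differed the same way round once it was removed, and scaling by the size factors by the 161 that did after rescaling. In all, 976 and 182 genes differed under these settings. With the replicate number as a block 0 genes differed, although the numbers did not pair the libraries. On simulated data 46% of true differences were recovered for siTP63 against 98% for siBRDT, so differences in siTP63 effect can be missed. Other differences between the 2 experiments, and a true difference between the lines, stay open.

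The siBRDT effect differed between KYSE180 and TE6 for 5115 genes. Of these, 3978 still differed the same way round with the trend removed and 5021 after rescaling, which argues against both as the whole cause. In all, 5158 and 5131 genes differed under these settings. TE6 siBRDT replicate 1 holds reads in many genes that other TE6 libraries lack, 34 at most in any of them. Without that library 5449 genes differed, but 1 siBRDT library was left in TE6 and the spread came from the other groups, so this count decides nothing and its part cannot be told apart by it. With 34 reads taken off every gene of that library 3777 of the genes still differed the same way round, which argues against such extra reads as the whole cause. What remains open is a difference between lines or between experiments.

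FAT2 fell more under siTP63 in KYSE180 than in KYSE150, with a difference of log2 fold changes of -1.79 (adjusted p = 0.031). With the trend removed it was -1.90. It did not pass with the replicate number as a block (adjusted p = 0.30). FAT2 was not too low in KYSE150 to show such a fall, as its control mean of 645.5 reads would have left 120 reads. FAT2 overlaps only a microRNA gene on its strand. TP63 itself fell by 2.34 in KYSE150 and by 1.70 in KYSE180, so the knockdown was not weaker in KYSE150. A difference between the lines stays a hypothesis, as the experiments differ too.

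TP63 fell more under siBRDT in TE6 than in KYSE180 (difference 0.57, adjusted p = 0.0034). Removing the trend lowered the difference to 0.33, which still passed. BRDT itself did not fall more in TE6, as unequal depletion would need. The difference of its log2 fold changes was -0.52, the other way round, and did not pass (adjusted p = 0.057). It passed, still the other way round, with the trend removed (-0.70, adjusted p = 0.012) and with the replicate number as a block (adjusted p = 0.039). It also passed without KYSE180 siBRDT replicate 3 (-0.69, adjusted p = 0.0078), and was -0.40 without KYSE180 siBRDT replicate 1. A response of the line and a difference between experiments stay open.

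Extracellular matrix genes were higher under siTP63 in KYSE180 than in KYSE150, by a median of 0.32 (adjusted p = 0.0054, with fry 0.025 and with an estimated correlation 0.22), and by 0.25 with the trend removed. Interferon genes rose more in KYSE180 by 1.13 (adjusted p = 2.7e-06, with fry 0.031 and with an estimated correlation 0.22), and by 1.03 with the trend removed. This value was 0.50 without KYSE150 siCont replicate 2 and 0.70 without KYSE150 siTP63 replicate 2. A trend on length and GC content is thus not the whole of either difference. The interferon list is near the limit of detection in KYSE150, where the median level of its genes averaged 0.903 RPM in the controls.

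The BRDT/p63 targets fell more under siTP63 in KYSE180 than in KYSE150, by -0.57 (adjusted p = 1.4e-10, with fry 0.031 and with an estimated correlation 0.28), and by -0.42 with the trend removed. The list was chosen for its fall in those KYSE180 libraries, and this choice is a candidate explanation. 1657 genes down under siBRDT in KYSE180, which were not chosen on siTP63, had a median difference of 0.20, in the other direction. The difference for the targets is therefore not read as one between the lines.

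Interferon genes rose under siBRDT in TE6 and not in KYSE180, with a median difference of -1.76 (adjusted p = 1.4e-20, with fry 1.1e-07 and with an estimated correlation 0.0023). It was -2.07 with the trend removed. A list already high in KYSE180 is argued against by the median level of its genes in the controls, on average 21.8 RPM in KYSE180 and 20.3 RPM in TE6 (log2 ratio of medians 0.10, from separate tables). A response to the siRNA rather than to the loss of BRDT was not tested, since each line had 1 siBRDT group.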

How the results depend on the processing

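Most results kept their direction and their side of the threshold. Among results that answer a comparison, 168 values under alternatives other than leaving out a library were the same, 29 counts moved, 5 became stronger, 4 weaker and 1 reversed. For gene lists 196 were the same, 10 stronger, 21 weaker and 4 reversed, and for named genes 850, 19, 3 and 6. Of the correlations 63 were the same and 11 moved, and of the further counts 39 and 9. For overlaps these compare the counts and not their p-values. A pseudocount of 0.1 moved no count by over 1.5 times and changed no direction or call that was tested with it. edgeR moved none of 19 comparison results by that much, but the p of Fisher's exact test for targets up under BRDT-OE went from 0.13 to 0.013, and BRD2 was called in KYSE180 siTP63. The crossed pairing and the removal of the length and GC trend were chosen after the data were seen. Unless the setting itself shows it, the cause was not tested.

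With no filter on low values, siTP63 in KYSE150 gave 18 genes down and 27 up, 5 targets down there, a target median of -0.065 under siBRDT in TE6 that passed, and a reversed extracellular matrix median of 0.14 in that comparison. Rescaling to equal upper quartiles gave 889 genes up under BRDT-OE, 259 genes down under both knockdowns in KYSE180 and 23 targets up under BRDT-OE. It reversed the extracellular matrix median in KYSE150 siTP63 (0.031), BRDT in KYSE180 siTP63 (0.15) and BRD2 in KYSE150 siTP63 (0.022). Replicate numbers did not pair the samples by the correlations of same-number libraries. As a block they gave 48 genes down and 89 up under siTP63 in KYSE150, TP63 and KRT14 among the falls, 11 targets down there and 0 genes with a different siTP63 effect, so FAT2 did not pass either. A crossed pairing of the KYSE150 siTP63 libraries gave 1774 down and 1626 up.

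With the length and GC trend removed, siTP63 in KYSE150 gave 468 genes down and 299 up and 65 targets down. TP63, KRT14 and PTHLH passed there. The overlap of both knockdowns in TE6 was 790, and 976 genes differed between KYSE180 and KYSE150. The target median turned to 0.068 under BRDT-OE and passed at -0.14 under siBRDT in TE6. Differences between lines reversed for PTHLH under siTP63 (0.10) and siBRDT (0.10), for BRD3 under siBRDT (-0.051) and for the squamous list under siTP63 (0.12) and siBRDT (-0.12). BRDT in TE6 siTP63 turned to 0.085. DESeq2 called 259 genes down and 202 up under siTP63 in KYSE150, 40 of them targets that fell. Without the fold-change limit, the counts were 4044 down and 3893 up for siBRDT in KYSE180, 3195 and 3326 for BRDT-OE, 1635 and 1344 for the siBRDT overlap of both lines, 1132 for both knockdowns in KYSE180 and 289 for targets up under BRDT-OE, as more genes pass.

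Under fry the target median in KYSE150 siTP63 (-0.42) no longer passed and that in TE6 siBRDT (-0.090) did. With an estimated correlation neither that of KYSE150 siTP63 (-0.42) nor that of TE6 siTP63 (-0.46) passed, and 3 of 24 list tests did. Genes down under siBRDT in place of the targets had medians of -0.056 under siTP63 in KYSE150, which did not pass, and of -0.071 under BRDT-OE and -0.42 under siBRDT in TE6, which did.

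Leaving out single libraries gave 133 same, 6 moved and 3 stronger values among results that answer a comparison. Gene lists gave 166 same, 40 moved, 1 stronger and 1 reversed, named genes 677 same, 6 moved, 3 stronger and 2 weaker, correlations 76 same and 14 moved, and further counts 45 same. Target medians ran from -0.14 (without KYSE180 siBRDT replicate 3) to -0.029 (without KYSE180 siBRDT replicate 1) under siBRDT in TE6, from -0.50 to -0.30 under siTP63 in TE6 and from -0.12 to -0.034 under BRDT-OE. The squamous difference under siBRDT ran from -0.048 (without TE6 siBRDT replicate 1) to 0.066, with -0.012 without KYSE180 siBRDT replicate 3. An arm left with 1 library gives no call, so these fits say nothing on calls in the groups of 2. Depth limits the genes with few reads, such as BRDT in KYSE150 and interferon genes in KYSE150 siTP63.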

Other observations

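Except for the splits of libraries, the tests of BRDT-OE against siBRDT and the squamous list in the KYSE180 controls, the tests of this part were chosen only after the result was seen.

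For siBRDT in KYSE180, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes down, and 1 gave as many up. The other 9 splits gave 0 calls. For BRDT-OE 1 of 10 splits gave as many down and 1 as many up. As many of the 4 gene lists passed in 10 of 10 splits for siBRDT and in 9 of 10 for BRDT-OE. The largest median of the other splits was 0.25 in size for extracellular matrix and 0.27 for squamous genes under siBRDT, where the real split gave -0.51 and -0.68, and 0.74 for interferon genes under BRDT-OE, where it gave -1.40. For BRDT-OE the extracellular matrix and squamous lists reached 0.17 each in other splits, larger in size than the real -0.14 and 0.12. The other splits had treated and control libraries on both sides in unequal numbers. Their lists and medians thus keep part of the treatment effect and do not measure chance alone. With 10 splits no share under 0.1 can be reached, so chance cannot be told apart by this count.

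The interferon list rose under siTP63 in KYSE180 and TE6 and fell under BRDT-OE. Of the 3 medians, the one nearest 0 was 1.30 with the length and GC trend removed and 1.30 after rescaling, both in TE6 siTP63, which argues against these as the whole cause. A response to the siTP63 sequence instead of to the loss of p63 cannot be told apart, as each line had 1 siTP63 group.

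That 0 genes passed under siTP63 in KYSE150 may come from a trend of its libraries on transcript length and GC content, since 767 genes passed with the trend removed. The trend ran in opposite directions in the replicates, with a Spearman correlation with length of 0.32 and -0.30 in the siTP63 libraries and of -0.23 and 0.20 in the controls. Deviations of same-number libraries correlated at -0.70, so each siCont library resembled the siTP63 library of the other number. A block of these crossed pairs gave more calls than removal of the trend. That pairing was chosen after the data were seen and is not in the labels, so its count decides nothing.

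In KYSE180 the number of genes down under both siBRDT and siTP63 was 0.72 of that expected. It was 0.84 with the trend removed and 0.68 after rescaling, so neither accounts for the whole deficit. Over the preset alternatives the one-sided Fisher's exact test gave p-values down to 0.90, so the deficit was not clear in every setting. Since TP63 itself fell under siBRDT, lower p63 was weighed as the route of the siBRDT effect. In KYSE180 the ratio of 0.84, below 1, argues against it for genes that p63 holds up there. The controls of the BRDT and TP63 experiments in KYSE180 differed in TP63, at 892 and 166 RPM, so a part of the experiment stays open. For the 2258 genes down under siTP63 in TE6 the median in KYSE180 siBRDT was -0.070, so a small part by this route stays open. In TE6 the 3324 genes that fell under siTP63 in KYSE180 had a median of 0.18 under siBRDT. Each list was chosen in the other line, and its genes need not depend on p63 where they were followed. Of 2611 genes called under siTP63 in both lines, 61.9% changed in the same direction. Neither median therefore decides on the route. Without removal of the trend, the 2742 genes down under siTP63 in TE6 itself had a median of -0.54 under siBRDT there, against the same control libraries. For genes that respond to siTP63 in TE6 itself, the correlation of 0.55 with the trend removed lay above the 0.494 that simulated unchanged groups with the same controls reached at most in the same fit, and the route stays open there.

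Genes that fell under siBRDT in both KYSE180 and TE6 (679 tested) had a median of 0.031 under BRDT-OE in KYSE150, and genes that rose in both (558) one of 0.026. Both lie within the spread between replicates (0.070 and 0.077), and members went both ways, so whether added BRDT mirrors its loss stays open.

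TE6 siBRDT replicate 1 held reads in 2674 genes without reads in the other TE6 libraries, with 7513 reads in all, or 0.0681% of the library. Deeper sequencing is argued against by the 199 such genes in the deepest TE6 library. RNA from the other 2 cell lines is argued against by the silent genes that lead in their controls. The 10 leading ones took 41.6% to 61.7% of the reads of silent genes there, and at most 0.319% here. For RNA from cells of another kind, the 3.47% of the reads in the 10 leading genes decides nothing without a library of such cells, so it cannot be told apart. The reads rose with exon length, with a Spearman correlation of 0.47 over genes silent in the other libraries, against 0.17 to 0.27 in controls of the other lines over the same genes, so a small amount of genomic DNA is a candidate explanation. No biological explanation was tested.

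KYSE180 siBRDT replicate 1 likewise held reads in 1052 genes without reads in the other libraries of its experiment, which had 148 to 233 such genes, with 1648 reads in all, or 0.0167% of the library. Deeper sequencing is argued against by the 222 such genes in the deepest of these libraries. RNA from the other 2 cell lines is argued against by the 10 silent genes that lead in their controls, with 45.3% to 64.2% of the reads of silent genes there and at most 0.546% here. RNA from cells of another kind cannot be told apart, as the 4.31% of the reads in the 10 leading genes has no library of such cells beside it. The Spearman correlation with exon length was 0.30, against 0.14 to 0.18 in controls of the other lines, so a small amount of genomic DNA is a candidate explanation here too. Leaving out this library moved the target medians in TE6 to -0.029 under siBRDT and -0.30 under siTP63, and whether the extra reads play a part in that was not tested.

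The KYSE180 siCont libraries of the 2 experiments differed by a trend on length and GC content that accounted for 40.7% of the variance across genes, from separate tables. The squamous list stayed lower in the TP63 experiment by -0.45 (SD 0.04) with the trend removed, so the trend is not the whole of that difference. FAT2 was at 254 RPM in the BRDT experiment and 21.9 RPM in the TP63 experiment, and KRT14 at 852 and 1990 RPM. TP63 was at 892 and 166 RPM, a log2 difference of -2.43, or -1.44 with the trend removed. The state of the cells and the batch cannot be separated here. The siBRDT and siTP63 effects in KYSE180 come from these 2 experiments. Whether the difference between their controls lowered the overlap of the knockdowns was not tested.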
